# The APT complex is involved in non-coding RNA transcription and is distinct from CPF

**DOI:** 10.1093/nar/gky845

**Published:** 2018-09-21

**Authors:** Michael Lidschreiber, Ashley D Easter, Sofia Battaglia, Juan B Rodríguez-Molina, Ana Casañal, Manuel Carminati, Carlo Baejen, Pawel Grzechnik, Kerstin C Maier, Patrick Cramer, Lori A Passmore

## Abstract

The 3′-ends of eukaryotic pre-mRNAs are processed in the nucleus by a large multiprotein complex, the cleavage and polyadenylation factor (CPF). CPF cleaves RNA, adds a poly(A) tail and signals transcription termination. CPF harbors four enzymatic activities essential for these processes, but how these are coordinated remains poorly understood. Several subunits of CPF, including two protein phosphatases, are also found in the related ‘associated with Pta1′ (APT) complex, but the relationship between CPF and APT is unclear. Here, we show that the APT complex is physically distinct from CPF. The 21 kDa Syc1 protein is associated only with APT, and not with CPF, and is therefore the defining subunit of APT. Using ChIP-seq, PAR-CLIP and RNA-seq, we show that Syc1/APT has distinct, but possibly overlapping, functions from those of CPF. Syc1/APT plays a more important role in sn/snoRNA production whereas CPF processes the 3′-ends of protein-coding pre-mRNAs. These results define distinct protein machineries for synthesis of mature eukaryotic protein-coding and non-coding RNAs.

## INTRODUCTION

RNA polymerase II (Pol II) synthesizes protein-coding mRNAs as well as a number of non-coding RNAs including snoRNAs, snRNAs, lncRNAs and miRNAs. Pol II requires additional proteins for transcription including initiation, elongation and termination factors, as well as proteins involved in processing of the nascent RNA transcript. One of these is the Cleavage and Polyadenylation Factor (CPF in yeast, or CPSF in higher eukaryotes), which carries out 3′-end processing of mRNAs (1,2).

CPF is an ∼1 MDa complex that cleaves pre-mRNAs with an endonuclease activity found within the Ysh1 subunit (CPSF73 in higher eukaryotes). The polymerase subunit Pap1 (PAP in higher eukaryotes) adds adenosines to the newly generated 3′-end in a template-independent manner. In addition, two subunits contain protein phosphatase activity: Ssu72 can dephosphorylate Ser5 and Ser7 of the C-terminal domain (CTD) of the largest subunit of Pol II during transcription elongation, whereas Glc7 dephosphorylates CTD Tyr1 and facilitates transcription termination (3). The enzymatic activities of CPF—endonuclease, polymerase and phosphatase—must be tightly coupled to transcription and to each other to ensure that the pre-mRNA is cleaved only once, the poly(A) tail is synthesized to an appropriate length before mRNA is exported from the nucleus, and transcription termination occurs in a timely manner.

Tagging of CPF subunits in yeast has allowed purification of intact endogenous CPF complex that contains the endonuclease, polymerase and phosphatase activities (4–8). However, the exact composition of the complex and assembly of the subunits had remained elusive. Early work showed that the phosphatase subunits were part of the seven subunit APT (associated with Pta1) complex (6). It was suggested that APT dynamically associates with a smaller ‘core CPF’ complex containing Cft1, Cft2, Ysh1, Pta1, Pap1, Mpe1, Pfs2, Yth1 and Fip1 to form a 15-subunit ‘holo-CPF’. More recently, we used native mass spectrometry to show that the CPF complex is assembled via three stably-associated modules based around the three enzymatic activities (9). Thus, CPF is comprised of nuclease, polymerase and phosphatase modules (Figure 1A). Still, because native mass spectrometry only provided insight into the composition of CPF subcomplexes, and not the entire CPF, it remained unclear how the three modules assemble to form CPF.

**Figure 1.**
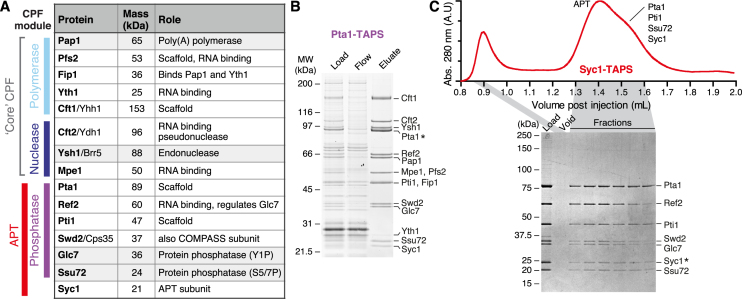
Purification of CPF and APT complexes. (**A**) CPF subunits from yeast. Names of proteins used in this work are in bold. Masses were calculated using *ProtParam*. (**B**) SDS-PAGE analysis of Pta1-TAPS purification from Streptactin resin, stained with SYPRO Ruby. Subunits were analyzed using tryptic-digest mass spectrometry from excised bands and all 15 previously-known CPF proteins were identified. (**C**) Purification from a Syc1-tagged yeast strain yields only the seven APT subunits. The gel filtration chromatogram (absorbance at 280 nm, arbitrary units) and corresponding Coomassie-blue stained SDS-PAGE analysis of fractions are shown. An asterisk indicates the tagged subunit.

Mutation of either the RNA sequences that specify the polyadenylation site or the 3′-processing machinery results in transcriptional readthrough on protein-coding genes (8,10–12). In addition, reverse transcription and northern blot experiments show an involvement of APT subunits and the accessory Cleavage Factor (CF) IA subunits in preventing transcriptional readthrough from some (but not all) snoRNAs, and chromatin immunoprecipitation (ChIP) on individual genes revealed that APT subunits cross-link to snoRNAs and the 3′-ends of mRNA genes (6,7,13–21). Both of the CPF phosphatases are implicated in transcription termination of snoRNAs. In contrast, there is no strong evidence linking other CPF subunits with snoRNA transcription and, although snoRNAs are transcribed by Pol II, their mature forms are not polyadenylated. SnoRNA transcription termination is generally independent of Ysh1 endonuclease cleavage and is instead dependent on the Nrd1/Nab3/Sen1 (NNS) pathway (18,22–24).

Syc1 (similar to Ysh1 C-terminus) is the smallest protein to be identified as a subunit of APT/CPF (4,6,25) but it was not consistently identified in all preparations. Here, we use chromatographic methods to show that Syc1 is the defining subunit of a distinct APT complex, and is not part of CPF. The other six APT subunits are, however, also present in CPF, forming the phosphatase module. The phosphatase module/APT subunits play a separable role on non-coding RNAs, revealing a global function in transcription of a subclass of Pol II transcripts. These results suggest that synthesis of mature coding and non-coding Pol II transcripts primarily involves CPF and APT complexes, respectively.

## MATERIALS AND METHODS

### Yeast strains

*Saccharomyces cerevisiae* (*Sc*) strains containing genes with C-terminal TAPS-tags for protein purification were constructed as previously described (8,9). For ChIP and PAR-CLIP, *Sc* BY4741 strains containing C-terminally TAP-tagged genes (Open Biosystems) were tested for expression of the correctly tagged protein. For 4tU-seq and ChIP-qPCR, knockout strains in *Sc* BY4741 (Open Biosystems), or JWY104 were generated as previously described (26,27) and verified via PCR. For inducible snR47 experiments, strains were generated by a one-step PCR procedure (28,29) using the *GAL1* (lacking *GAL1* UTR) promoter amplified by PCR from the pFA6a-His3Mx6-pGAL1 plasmid with oligos 5GLSNR47 and 3GLSNR47 2mce (Supplementary Table S1).

### Purification of CPF

CPF was isolated using affinity chromatography as previously described (8), with the following modifications. For the purifications in Supplementary Figures S1B and S2, the 48 litre yeast cultures were harvested and resuspended in lysis buffer (200 mM HEPES pH 8.0, 200 mM KCl, 0.5 mM Mg(OAc)_2_ and 10% w/v glycerol). The cells were frozen and lysed by a Freezer Mill 6870 (SPEX CertiPrep). The crude lysate was then centrifuged at 45,000 rpm in a Ti45 rotor for 1 h before loading onto IgG Sepharose (8).

The complex was further purified/analyzed using size exclusion chromatography (SEC) or anion exchange. SEC was performed as follows: CPF was concentrated using Amicon Ultra 0.5 ml 50 kDa cut-off centrifuge concentrators (Millipore), clarified at 16,100 *g*, and injected onto a 2.4 ml Superose 6 PC 3.2/30 column (GE) pre-equilibrated in 20 mM HEPES pH 7.9, 150 mM KCl, 3 mM DTT, 0.5 mM Mg(OAc)_2_, 0.5 mM MnCl_2_. 50 μl fractions were collected. In a second independent experiment, CPF and APT complexes were separated using anion exchange: The sample isolated from the affinity step (8) was injected into a 1 ml Mono Q 5/50 GL column (GE Healthcare) equilibrated in 20 mM HEPES pH 7.9, 150 mM KCl, 3 mM DTT, 0.5 mM Mg(OAc)_2_, and eluted in a two-step or linear gradient. APT eluted at 260 mM KCl and CPF eluted at 400 mM KCl.

### Analysis of native CPF purifications

SDS-PAGE analysis was performed using Novex 4–12% Bis–Tris gels with NuPAGE MOPS SDS running buffer (Life Technologies). Gels were stained with Coomassie Blue or SYPRO Ruby (Lonza), as indicated in figure legends. On SDS-PAGE, Cft1 bands were observed to run as smears if the gel got too hot; this was overcome by limiting the maximum current and ensuring buffer covered the entire gel. Mpe1 and Pfs2 ran very close to one another, as did Pti1 and Fip1. Fip1 was identified as the band immediately below Pti1 (although other studies suggested the opposite migration pattern, (4,30)). All CPF subunits were identified using tryptic-digest mass spectrometry via LC-MS/MS on a Velos Orbitrap ESI spectrometer (Thermo) from excised gel bands. Spectra were analyzed against Mascot databases (Matrix Science) and filtered using *Scaffold* software (Proteome Software) to show the relevant *S. cerevisiae* hits.

### Functional genomics

ChIP-seq and PAR-CLIP were carried out as described (31). 4tU-seq was carried out as described (32). ChIP-seq and 4tU-seq experiments were carried out as biological replicates. ChIP-qPCR of Pta1-TAPS and Cft2-TAP was carried out as described previously (33) with minor modifications. Briefly, Pta1-TAPS was immunoprecipitated from WT or Δ*syc1* cells using Streptactin sepharose resin and eluted with 2 mg/ml desthiobiotin in elution buffer (50 mM Tris–HCl pH 7.4, 10 mM EDTA, 1% SDS) at room temperature for 30 min. Cft2-TAP was eluted with TEV protease in 20 mM HEPES pH 7.9, 150 mM KCl, 0.5 mM MgCl_2_, 0.5 mM Mg(OAc)_2_, 3 mM DTT at 4°C overnight. Oligonucleotide sequences used for qPCR analysis are detailed in Supplementary Table S1.

### Northern blot analysis of inducible snR47

Strains were grown at 30°C in SC medium (0.67% yeast nitrogen base, supplemented with the required amount of amino acids and nucleotide bases) containing 2% raffinose and 0.08% glucose to OD_600_ = 0.5. Transcription from the *GAL1* promoter was induced by addition of 2% galactose. Total RNA was isolated using a hot phenol procedure (34). For Northern blot analysis, 2 μg of total RNA was separated on either 6% polyacrylamide-urea TBE or 1% agarose-formaldehyde MOPS gel. RNA was transferred onto nylon membrane (GE Healthcare) by electrotransfer (for polyacrylamide gel; in TransBlot Biorad, 100 mA for 60 min) or capillary transfer (for agarose gels). RNA was visualized on the blot by methylene blue staining (0.3 M sodium acetate pH 5.3, 0.02% methylene blue). Hybridization with oligonucleotides Snr47so2 (snR47), S13so (snR13) or Gal1PCRsonR (GAL1) (Supplementary Table S1) labelled with ^32^P at their 5′-ends was performed for 5–12 h at 42°C in PerfectHyb buffer (Sigma) and followed by three washes with 6× SSPE. Hybridization signals were visualized using BioRad imaging system.

### Bioinformatics analysis

#### Transcript annotation and filtering

We used TIF-Seq data from (35) to derive TSS and pA site annotations for 5578 protein-coding genes. TSS and 3′-end positions were taken from the *Saccharomyces* Genome Database (SGD, version = R64.2.1) for snRNAs and snoRNAs (referred to as sn/snoRNAs) and from (32) for CUTs. Unless stated otherwise, for PAR-CLIP (ChIP-seq) analyses, annotated mRNA and sn/snoRNA transcripts were filtered to be at least 150 nt (200 bp) away from neighboring transcripts on the same (both) strand(s). Since we were interested in comparing mRNA and sn/snoRNA transcript classes, we further filtered our gene sets so that overlapping mRNA and sn/snoRNA loci (e.g. sn/snoRNAs located within introns of mRNAs) were excluded from all analyses. 

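From the R64 reference annotation of the budding yeast genome, 6002 protein-coding genes and 81 sn/snoRNA genes were taken, with the short form of SNR7 counted together with the long form. The bounds of the protein-coding genes in this annotation are those of the open reading frames, since the transcript ends from TIF-seq were not used here. In 11 cases a sn/snoRNA gene overlapped a protein-coding gene, and both members of such pairs were excluded. Another 340 mRNAs and 16 sn/snoRNAs lay less than 150 nt from a neighbouring transcript on the same strand. The transcripts kept for PAR-CLIP were 5651 mRNAs with a median length of 1212 nt and 54 sn/snoRNAs with a median length of 182.5 nt.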

Filtering reduced the number of analyzed sn/snoRNAs from 83 to 62 (PAR-CLIP) and 29 (ChIP-seq) and mRNAs from 5578 to 2967 (PAR-CLIP) and 724 (ChIP-seq).

#### ChIP-seq data analysis

ChIP-seq data analysis was performed as described (31) with some modifications. Briefly, paired-end 50 bp reads were aligned to the *S. cerevisiae* genome (sacCer3, version 64.2.1) using the short read aligner *Bowtie* (version 2.2.3) (36). *SAMTools* was used to quality filter SAM files (37). Alignments with MAPQ smaller than 7 (-q 7) were skipped and only proper pairs (-f99, -f147, -f83, -f 163) were selected. Further processing of the ChIP-Seq data was carried out using the *R/Bioconductor* environment. Piled-up counts for every genomic position were averaged over replicates, using physical coverage, that is, counting both sequenced bases covered by reads and unsequenced bases spanned between proper mate-pair reads. Normalization between IP and Input was done using the signal extraction scaling (SES) factor obtained with the estimateScaleFactor function from *deepTools* (38) with options: –l 100 –n 100 000 and the median fragment size (-f) estimated from the data (∼200 bp). ChIP enrichments were obtained by dividing SES-normalized IP intensities by the corresponding input intensities: log2(IP/Input). Whereas relative ChIP-Seq signals can be readily compared for one factor between different genes, comparison of ChIP-Seq signals from different factors at the same genes is challenging. Thus, to better quantify differences in occupancies, we converted the log2(IP/Input) signals for each factor to occupancies by setting the genome-wide 99.8% and 10% log_2_(IP/Input) quantiles to 100% and 0% occupancy, respectively (39). Resulting normalized occupancy profiles were smoothed (sliding window averaging, window half size of 50 bp) before further analysis.

#### PAR-CLIP data analysis

PAR-CLIP data analysis was performed as described (31) with some modifications. Briefly, quality-trimmed reads were aligned to the *S. cerevisiae* genome (sacCer3, version 64.2.1) using the short read aligner *STAR* (version 2.5.2b; options: –outFilterMultimapNmax 1, –outFilterMismatchNmax 1, –scoreDelOpen −10 000, –scoreInsOpen −10000, –alignSJoverhangMin 10000, –alignSJstitchMismatchNmax 0 0 0 0 (40)). The resulting SAM files were then converted into BAM and PileUp files using *SAMTools* (37).

We calculated the *P*-values for true crosslinking sites as described (41). Briefly, we had to quantitatively model the null hypothesis, that is, the probability that the T-to-C mismatches observed in reads covering a certain T nucleotide in the genome were not caused by cross-links between the immunoprecipitated factor and RNA but are due to the other sources of mismatches. Owing to the exquisite sensitivity of our experimental PAR-CLIP procedure, we could set a very stringent *P*-value cut-off of 0.005 and a minimum coverage threshold of two. For true crosslinking sites passing our stringent thresholds, the PAR-CLIP-induced T-to-C transitions strongly dominate over the contributions by sequencing errors and SNPs. For any given T site in the transcriptome, the number of reads showing the T-to-C transition is proportional to the occupancy of the factor on the RNA times the concentration of RNAs covering the T site. Therefore, the occupancy of the factor on the RNA is proportional to the number of reads showing the T-to-C transition divided by the concentration of RNAs covering the T site. This concentration was estimated by the read coverage obtained from a RNA polymerase (Pol) II (Rpb1 subunit) PAR-CLIP experiment (31) and was used to obtain normalized occupancies. 

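In the deposited tables, dividing the number of T-to-C transitions by the normalized occupancy gave a whole number at each of the 40678 Syc1 sites and each of the 42897 Swd2 sites below the highest occupancy in the table. This number is the Rpb1 read coverage at the site. It had a median of 35 reads (range 6 to 5340) at the Syc1 sites and of 25 reads (range 4 to 4618) at the Swd2 sites. At the 7457 positions reported below the ceiling for both proteins the Rpb1 coverage was identical. The highest occupancy was shared by many sites. For Syc1 it was 0.4 at 2506 sites (5.80%), and for Swd2 it was 0.667 at 2347 sites (5.19%). Of the sites at this ceiling, 73.9% for Syc1 and 75.2% for Swd2 had 2 transitions, which was the smallest number reported.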

Pol II (Rpb1) normalized occupancy profiles were smoothed (sliding window averaging, window half size of 50 nt) and used for further analysis. To compare averaged, normalized RNA-binding occupancies between transcript classes, they were scaled together by setting min (transcript class 1, transcript class 2) to 0 and max (transcript class 1, transcript class 2) to 1. Motif analysis using *XXmotif* (42) did not reveal any enriched motifs around the strongest Syc1 binding sites.

#### 4tU-Seq data analysis

Data analysis was performed as described (32), with minor modifications. Briefly, paired-end 50 bp reads with additional 6 bp of barcodes were obtained for labelled RNA on an Illumina 2500 sequencer. Reads were demultiplexed and aligned to the *S. cerevisiae* genome (sacCer3, version 64.2.1) using *STAR* (version 2.3.0) (43). *SAMTools* was used to quality filter SAM files (37). Alignments with MAPQ smaller than 7 (−q 7) were skipped and only proper pairs (−f99, −f147, −f83, −f163) were selected. Further processing of the RNA-Seq data was carried out using the *R/Bioconductor* environment. Piled-up counts for every genomic position were averaged over replicates, using physical coverage, that is, counting both sequenced bases covered by reads and unsequenced bases spanned between proper mate-pair reads. Fold changes of newly synthesized RNA levels between Δ*syc1* and wild-type cells were calculated using the *R/Bioconductor* implementation of *DESeq2* (44) setting betaPrior = FALSE. Per gene read counts were calculated after mapping using *HTSeq* (45) for all mRNAs and sn/snoRNAs except loci where mRNAs and sn/snoRNAs overlapped (see above). Before applying *DESeq2*, the count matrix was further filtered to contain only genes with at least 30 averaged, normalized read counts in either wild-type or knockout condition resulting in 4801 and 43 candidate mRNA and sn/snoRNA genes, respectively. Differentially expressed genes were identified applying a fold change cutoff of 1.5 and an adjusted *P*-value cutoff of 0.1. *DESeq* size factors were not only used for differential expression analysis but also to normalize piled-up, gene-averaged coverage profiles.

## RESULTS

### CPF and APT are distinct endogenous complexes

We purified the CPF complex by tagging the Pta1 subunit with a tandem-affinity purification ‘TAPS’ tag, comprised of a double Strep-II tag separated by a TEV protease site from a C-terminal protein A moiety tag (8). Tagged CPF was purified on IgG sepharose, eluted with TEV protease, bound to Streptactin resin and finally eluted with desthiobiotin. We chose Pta1 for tagging since previous studies had indicated that it might act as a central scaffold (6). All fifteen known CPF subunits were co-purified, confirmed by mass spectrometry, and there were no substantial contaminants visible on the gel (Figure 1B).

In contrast, when we tagged the smallest subunit, Syc1, the only associated proteins were the six proteins previously identified as APT subunits, namely Pta1, Ref2, Pti1, Swd2, Glc7 and Ssu72 (Figure 1C). The intact APT complex migrated as a peak on a gel filtration column with a second trailing peak consisting of a subcomplex of Pta1, Pti1, Ssu72 and Syc1. These experiments confirmed the subunit composition of CPF and suggested a distinct subunit composition of the APT complex that we investigated further.

### Syc1 is a subunit of APT but not CPF

Purification of tagged Syc1 suggested that it wasn’t tightly associated with CPF. However, it had remained unclear from our work and other studies, whether the APT complex exists separately from CPF or whether tagging of Syc1 disrupts its association with CPF. Therefore, to gain insight into the organization of CPF/APT and the relationships between their subunits, we systematically tagged different subunits and analyzed the purified components. We then examined association of Syc1 with CPF complexes using size exclusion chromatography.

Purifications from Pta1- and Ref2-tagged strains (phosphatase module subunits) each contained two distinct complexes that could be separated using size exclusion chromatography: a 14-subunit CPF complex with all subunits except Syc1, and a 7-subunit APT complex (Figure 2A, B). Purifications from Ref2-tagged strains yielded the most homogeneous complexes, where the overall stoichiometry of most subunits within CPF and APT complexes appeared to be close to uniform. This may be because Ref2 is a limiting component.

**Figure 2.**
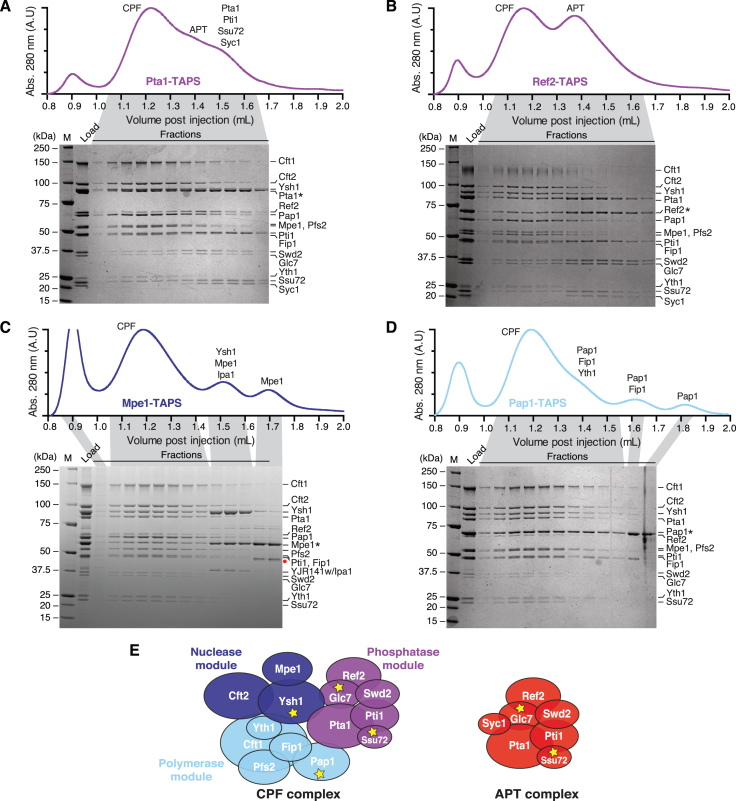
Syc1 is not found in the CPF complex. (A–D) Purifications from (**A**) Pta1-, (**B**) Ref2-, (**C**) Mpe1- and (**D**) Pap1-tagged yeast strains. Gel filtration chromatograms (absorbance at 280 nm, arbitrary units) and corresponding Coomassie-blue stained SDS-PAGE analyses of fractions are shown. Asterisks indicate the tagged subunits. The red circle (panel C) represents a degradation product of Mpe1 identified by tryptic digest mass spectrometry. M is molecular weight marker. (**E**) Schematic diagrams of CPF and APT complexes. Proteins have an area proportionate to their molecular weight. Yellow stars denote enzymes.

Phosphatase module/APT subunits did not dissociate from the CPF complex after consecutive runs (and dilution) on a gel filtration column, suggesting that it is a stable and separate complex (Supplementary Figure S1A). Moreover, both APT and CPF could be isolated from a TAPS preparation from Ref2-tagged yeast using anion exchange chromatography (Supplementary Figure S1B).

In contrast, purifications from strains with tagged Mpe1 (nuclease module) or Pap1 (polymerase module) did not contain any Syc1 (Figure 2C, D). Thus, a tag on a polymerase or nuclease module subunit, which we define as the ‘core’ CPF, only purifies the 14 CPF subunits, whereas a tagged phosphatase module subunit also co-purifies Syc1 and the APT complex, and tagged Syc1 only purifies APT (Supplementary Figure S1C). These data suggest that Syc1 is the defining subunit of APT, which exists as a separate complex from CPF in the cell. We refer to the Syc1-bound complex as APT, whereas CPF-bound Pta1-Pti1-Ref2-Ssu72-Swd2-Glc7 is the phosphatase module.

To further assess whether APT formation is dependent on Syc1, we purified proteins from a Pta1-tagged strain where *SYC1* had been deleted. We were able to isolate CPF, but not APT or isolated phosphatase module, on anion exchange chromatography from this strain (Supplementary Figure S2). Therefore, APT formation/stability is dependent on Syc1. Notably, we were unable to obtain a yeast strain where Ref2 was C-terminally tagged and *SYC1* was deleted, indicative of a synthetic lethal interaction.

Examination of the gel filtration profiles also revealed the presence of subcomplexes whose composition agrees with our previous model of CPF architecture generated from nanoelectrospray ionization mass spectrometry (nanoESI-MS) data (9): Pta1-TAPS preparations included the Pta1-Pti1-Ssu72-Syc1 subcomplex (Figure 2A). In Mpe1-tagged purifications, a subcomplex of Ysh1-Mpe1-Ipa1/Yjr141w could be separated from CPF on gel filtration columns (Figure 2C). Ipa1 was recently shown to genetically interact with CPF subunits (46) but the function of the Ysh1-Mpe1-Ipa1 complex remains unclear. Purifications from Pap1-tagged yeast contained excess Pap1-Fip1-Yth1 complex, Pap1-Fip1 and isolated Pap1 (Figure 2D).

Taken together, these results revealed that APT and CPF are distinct endogenous complexes in yeast that both contain the six subunits of the phosphatase module. They can be distinguished by the presence and absence, respectively, of the APT-specific subunit Syc1 (Figure 2E).

### CPF and APT subunits occupy protein-coding genes but Syc1 is more abundant on sn/snoRNA genes

We hypothesized that separate APT and CPF complexes could play roles on different gene classes. To investigate whether the APT and CPF complexes differ in their cellular functions, we first used ChIP-seq profiling to quantitate their association with chromatin. We used yeast strains with tagged Cft2 (CPF nuclease module), Yth1 (CPF polymerase module), Ref2 (CPF phosphatase module & APT complex) or Syc1 (APT complex) and measured occupancy of the genome with these subunits by ChIP-seq. Interestingly, CPF and APT ChIP to all types of Pol II-transcribed genes but the occupancies of these proteins were different on mRNA versus sn/snoRNA genes (Figure 3A). Specifically, the APT defining subunit Syc1 was much more abundant (∼2-fold) on sn/snoRNA genes than on mRNA genes.

**Figure 3.**
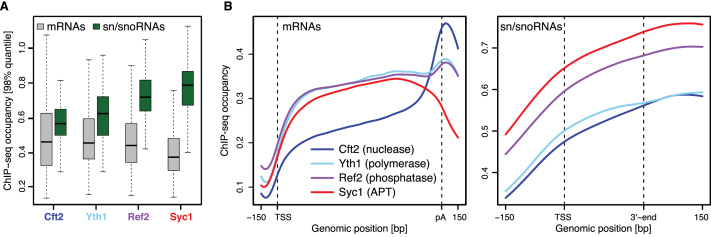
APT is more abundant than CPF on sn/snoRNA genes. (**A**) Distribution of ChIP-seq occupancies at selected mRNA (gray, *n* = 724) and sn/snoRNA (green, *n* = 29) genes (see *Materials and Methods*). Gene-wise ChIP-seq occupancies were derived by taking the 98% quantile of the smoothed, normalized occupancies over the region covering the gene body and 100 bp downstream. Box limits are the first and third quartiles, the band inside the box is the median. The ends of the whiskers extend the box by 1.5 times the interquartile range. (**B**) Gene-averaged ChIP-seq occupancy profiles over selected mRNA (left) and sn/snoRNA (right) genes (as in A). Before averaging, normalized gene profiles were aligned at their transcription start site (TSS) and length-scaled such that their polyadenylation (pA) sites/3′-ends coincided.

Metagene profiles of the ChIP data across mRNA genes revealed a peak at the 3′-end for CPF-specific subunits Cft2 and Yth1, whereas Syc1 was depleted (Figure 3B). Concordantly Ref2, which is part of both APT and CPF complexes, was highly abundant on sn/snoRNA genes, similar to Syc1, and also peaked at the 3′-end of mRNA genes, similar to Cft2 and Yth1. The profiles for core CPF subunits Cft2 and Yth1 differ: The reasons for this are unclear but it could be a result of differences in immunoprecipitation efficiency or the dynamic nature of CPF during transcription elongation. CPF and APT were present across gene bodies, in agreement with previous data showing that CPF is recruited early in transcription in yeast and metazoans (6,12,47–49). ChIP-seq occupancies at individual genomic loci agree well with the metagene profiles (Supplementary Figure S3, top panel).

ChIP-qPCR on candidate genes showed that the phosphatase module/APT subunit Pta1 is more abundant on all sn/snoRNA genes tested than on the *PDC1* protein-coding gene (Supplementary Figure S4A). In contrast, Cft2 is more abundant at the 3′-end of *PDC1* than on any of the sn/snoRNAs genes. Taken together, these data show that CPF is more abundant at the 3′-end of mRNA genes, while APT is more abundant on sn/snoRNA genes.

### Syc1 preferentially crosslinks to sn/snoRNA transcripts

Our ChIP-seq data suggested that CPF and APT may play distinct roles on different gene classes. To investigate this further, we performed PAR-CLIP of Swd2 (phosphatase module) and Syc1, and compared these to published PAR-CLIP data of the nuclease and polymerase module subunits Cft2 and Yth1 (41). 

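PAR-CLIP was carried out with yeast strains expressing TAP-tagged Syc1 or TAP-tagged Swd2. Cells were grown at 30 °C with 100 µM 4-thiouracil, a uridine analogue that crosslinks to bound protein under UV light. A further 900 µM was added, and after 4 h the cells were irradiated at 365 nm with 12 J/cm2. Crosslinked 4-thiouracil is read as C in place of T during sequencing. The files hold 1 library per protein, so no value below has a replicate check, and differences are between libraries or between transcripts of 1 library. The authors deposited a table of crosslink sites for each protein, with the number of T-to-C transitions, the read coverage, a p-value and the occupancy relative to Rpb1 at each site. The Syc1 table lists 43184 sites with 235521 transitions in a summed coverage of 6497742 reads, and the Swd2 table lists 45244 sites with 180256 transitions in a summed coverage of 1887218 reads. A read that spans several sites is counted at each of them, so these sums are larger than the number of reads. At the median site, 3 transitions were seen in a coverage of 29 reads for Syc1, and 2 transitions in a coverage of 11 reads for Swd2. In the Syc1 table 49.3% of the sites, and in the Swd2 table 58.8%, rest on 2 transitions, so the occupancy of a single site is imprecise. Each listed site is a T on its strand of the reference genome. The occupancies were placed on the genome with 0 at positions without a site and averaged over 50 nt on each side. The gene-wise occupancy is the 98% quantile of this average over the gene body and 100 nt downstream. Positions without a site count as 0 in this average, so that transcripts with more sites have higher values at equal occupancy per site. Intervals given for shares of reads or of sites are Wilson intervals that cover counting error only. They treat sites as independent, although neighbouring sites can be covered by the same reads. Other intervals describe the spread over 1000 bootstrap draws of transcripts. No p-value is given across transcripts, which are not replicates. The Cft2 and Yth1 data were not used here.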

PAR-CLIP maps RNA-binding proteins on the transcriptome with the use of UV crosslinking (50). This revealed a highly significant difference in mRNA versus sn/snoRNA crosslinking. 

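Gene-wise PAR-CLIP occupancies of Syc1 had a median of 0.0155 over the 54 sn/snoRNAs (95% bootstrap interval 0.0126 to 0.0181) and of 0.00165 over the 5651 mRNAs (0.00152 to 0.0018). The ratio of the medians was 9.37 (7.62 to 11.1). For Swd2 the median was 0.0131 over sn/snoRNAs (0.0116 to 0.0169) and 0.0033 over mRNAs (0.0033 to 0.0033, a value that many mRNAs share). This gives a ratio of 3.98 (3.52 to 5.13). In 97.0% of all pairs of a sn/snoRNA and an mRNA the sn/snoRNA had the higher Syc1 occupancy (96.1 to 97.9%), and in 90.6% of the pairs it had the higher Swd2 occupancy (86.3 to 94.4%). These shares are the Mann–Whitney U divided by the number of pairs. None of 10000 random lists of 54 mRNAs reached the sn/snoRNA median, and the highest list median was 0.00396 for Syc1 and 0.0066 for Swd2. These highest values are those of 1 site at the ceiling within the smoothing window. The Syc1 ratio was 2.35 times the Swd2 ratio (1.85 to 2.73), and it was the larger of the 2 ratios in each of the 1000 bootstrap draws. Both classes overlapped at the upper end, where 99 mRNAs lay above the sn/snoRNA median for Syc1 and 227 for Swd2. With so few mRNAs above it, a random list of 54 could hardly reach this median, so the lists add little. Every sn/snoRNA had at least 1 Syc1 site, with a median of 18.5 sites, whereas 63.5% of the mRNAs had one, with a median of 1 site. The alternative that moved the ratios most was to use transition counts without Rpb1 normalization, which gave 112.5 for Syc1 and 49 for Swd2. There the Syc1 median of mRNAs, 0.0198, is the value of 1 site with 2 transitions, the smallest number listed. The size of that ratio is thus set by the floor. The main Syc1 median of mRNAs also rests on few sites, with a median of 1 site per mRNA. Averaging over the reported sites only, without zeros at the other positions, gave 1.17 for Syc1 and 0.940 for Swd2, so that the Swd2 ratio changed direction. The median occupancy of single Syc1 sites was 0.0857 in sn/snoRNAs and 0.0889 in mRNAs, where only sites with at least 2 transitions are listed.

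**Figure D1:**
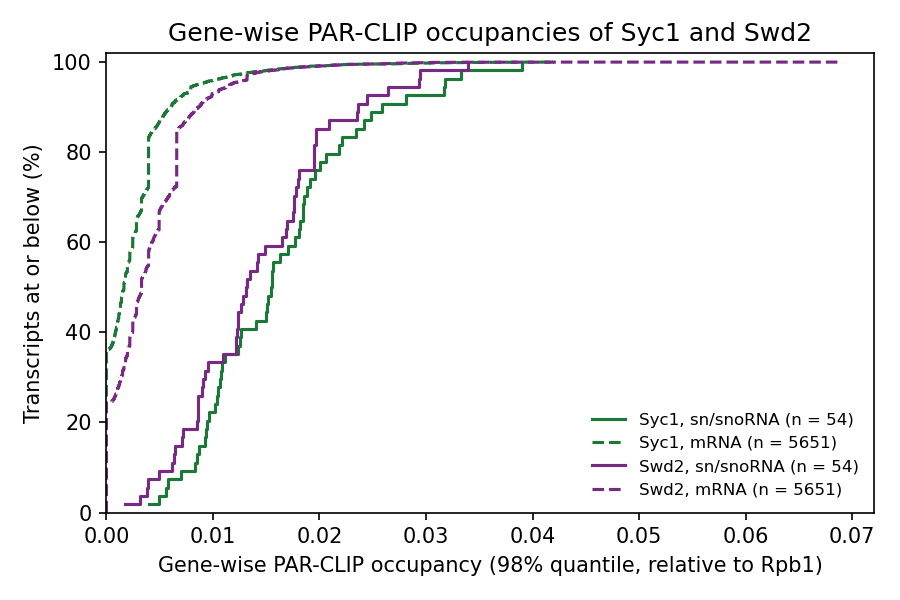
Cumulative distribution of gene-wise PAR-CLIP occupancies (horizontal axis, relative to Rpb1) for Syc1 (green) and Swd2 (purple), as the percentage of transcripts at or below each value (vertical axis). Solid lines are the 54 sn/snoRNAs and dashed lines the 5651 mRNAs, and the dashed Syc1 line starts with the 2047 mRNAs at 0.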

Cft2 and Yth1 both crosslinked preferentially to mRNA whereas Swd2 and Syc1 were ∼4- and 10-fold more abundant on sn/snoRNAs compared to mRNAs (Figure 4A).

**Figure 4.**
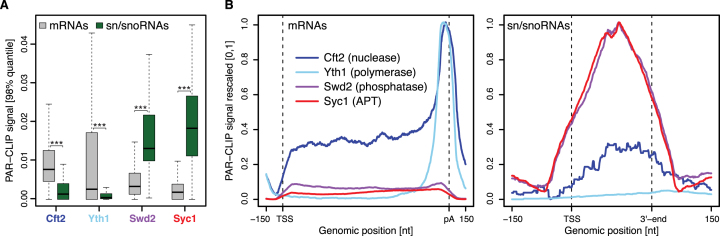
Syc1 preferentially crosslinks to sn/snoRNA transcripts. (**A**) Distribution of PAR-CLIP occupancies at selected mRNAs (grey, *n* = 2905) and sn/snoRNAs (green, *n* = 62) (see *Materials and Methods*). Gene-wise PAR-CLIP occupancies were derived by taking the 98% quantile of the smoothed, normalized occupancies over the region covering the gene body and 100 bp downstream. *P*-values were derived by two-sided Mann–Whitney U test, ***P < 0.001. Box limits are the first and third quartiles, the band inside the box is the median. The ends of the whiskers extend the box by 1.5 times the interquartile range. (**B**) Gene-averaged PAR-CLIP occupancy profiles over selected mRNAs (left) and sn/snoRNAs (right) (as in A). Before averaging, normalized gene profiles were aligned at their TSS and length-scaled such that their pA sites/3′-ends coincided.

Metagene profiles revealed a striking peak at the 3′-end of mRNAs for Cft2 and Yth1 (Figure 4B). This is expected because this is the site of mRNA cleavage and polyadenylation. 

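For the metagene profiles, the smoothed occupancies were averaged over length-scaled transcripts with 150 nt on each side, and both transcript classes were scaled together from 0 to 1. The mRNA profile reached at most 0.0581 for Syc1 (95% bootstrap interval 0.0492 to 0.0706) and 0.0709 for Swd2 (0.0613 to 0.0947). Over the body, the mean of the sn/snoRNA profile was 18.1 times that of the mRNA profile for Syc1 and 11.3 times for Swd2. The scaling sets the lowest value of either class to 0, which would change ratios. The ratios given here are therefore of the average occupancies before scaling. The sn/snoRNA profile was highest at 52.5% of the transcript length for Syc1 (51.5 to 72.5%) and at 51.5% for Swd2 (42.5 to 72.5%). Within mRNAs, the Syc1 profile was 1.41 times as high in the last 20 bins as in the first 20 of the 100 bins of the body, and the Swd2 profile 0.815 times as high. The window of 101 nt is long relative to the median sn/snoRNA of 182.5 nt. Without smoothing, the highest bin of the sn/snoRNA profile lay at 90.5% of the length for both proteins, while the ratio of the body means was 22.3 for Syc1 and 13.4 for Swd2.

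**Figure D2:**
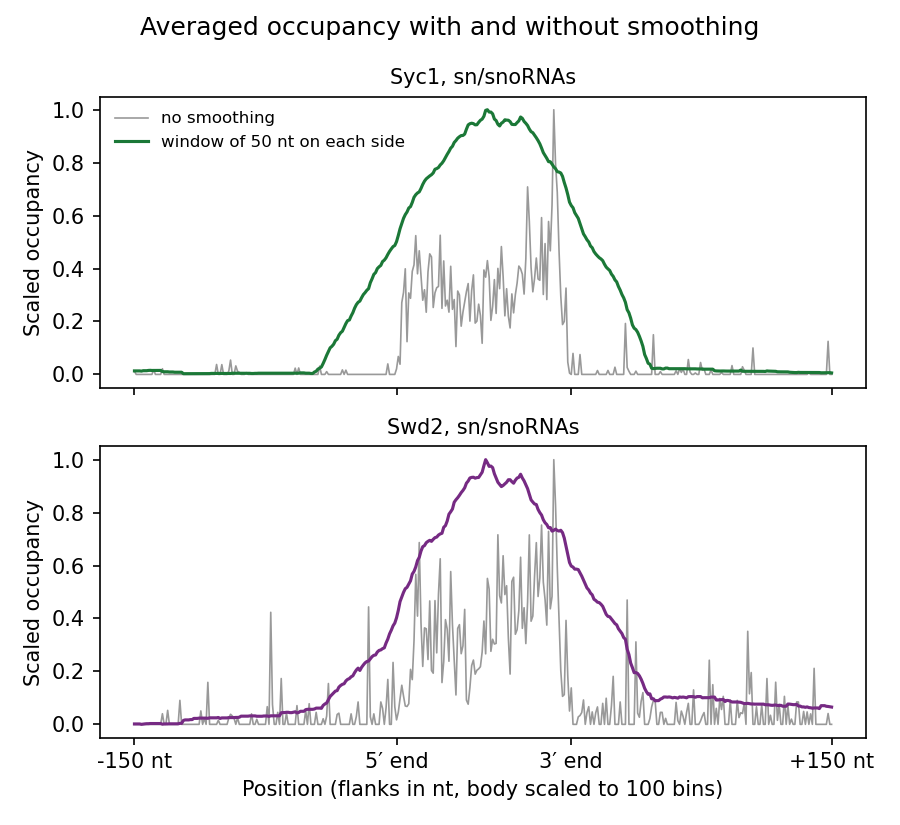
Average occupancy over the 54 sn/snoRNAs (vertical axis, scaled from 0 to 1) along the transcript (horizontal axis, body in 100 bins, flanks in nt) for Syc1 and Swd2. The coloured line is smoothed over 50 nt on each side and peaks near the middle of the body, and the grey line is not smoothed and has its highest bin at 90.5% of the length.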

In comparison, Swd2 and Syc1 showed low occupancy on mRNAs but strong crosslinking over the body of sn/snoRNA transcripts. 

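SNR13 lies on the plus strand of chromosome IV of the R64 (sacCer3) genome from 1402919 to 1403042 and encodes a snoRNA of 124 nt. Over the gene and 100 nt downstream it had 25 Syc1 sites with 992 transitions and a gene-wise occupancy of 0.0317, and 17 Swd2 sites, 15 of them within the annotated transcript, with 668 transitions and an occupancy of 0.0294. Its Syc1 site with the most transitions was the T at position 1402970, in the middle of the sequence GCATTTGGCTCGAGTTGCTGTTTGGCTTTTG, where 115 of 3530 reads (3.26%, Wilson 95% interval 2.72 to 3.90%) carried the transition. The highest occupancy of a single Syc1 site in SNR13, 0.320, was at position 1402991. SNR47 lies on the minus strand of chromosome IV from 541602 to 541700. Its 14 Syc1 sites gave an occupancy of 0.0170 and its 10 Swd2 sites, 9 of them within the annotated transcript, an occupancy of 0.0170. For both proteins the SNR47 site with the most transitions was at position 541689, 12 nt from the 5′-end, in the middle of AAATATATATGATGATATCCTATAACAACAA, with the transition in 132 of 3391 Syc1 reads (3.89%, 3.29 to 4.60%) and in 157 of 2568 Swd2 reads (6.11%, 5.25 to 7.11%). The highest occupancy of a single Swd2 site in SNR47, 0.342, was at position 541643. The sn/snoRNAs with the highest Syc1 occupancy were SNR40 (0.0390), SNR45 (0.0333), SNR71 (0.0318), SNR13 and SNR56 (0.0282). For Swd2 they were LSR1, the U2 snRNA (0.0339), SNR45 (0.0295), SNR13, SNR42 (0.0264) and SNR3 (0.0245). Some mRNAs reached comparable values. PDC1 on chromosome XII, from 232390 to 234081 on the minus strand, had 361 Syc1 sites in the gene and the 100 nt downstream, and an occupancy of 0.0337, which ranked 6 among the 5651 mRNAs, and it had 180 Swd2 sites and an occupancy of 0.0166. The highest Syc1 occupancies on mRNAs were those of TDH3 (0.0421), RPL9A (0.0383), CDC19 (0.0381), ADH1 (0.0371) and SSB2 (0.0359), and the highest Swd2 occupancies were those of PHO84 (0.0691), SCW4 (0.0419), RPL13A (0.0357), DSE2 (0.0330) and TEF2 (0.0321). RPL9A, RPL13A, SSB2 and TEF2 have close paralogs, and the authors kept only reads with a single alignment, so their values are uncertain. On GAL1 neither library had a site, and on SYC1 itself the Swd2 library had 2 sites and the Syc1 library none.

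**Figure D3:**
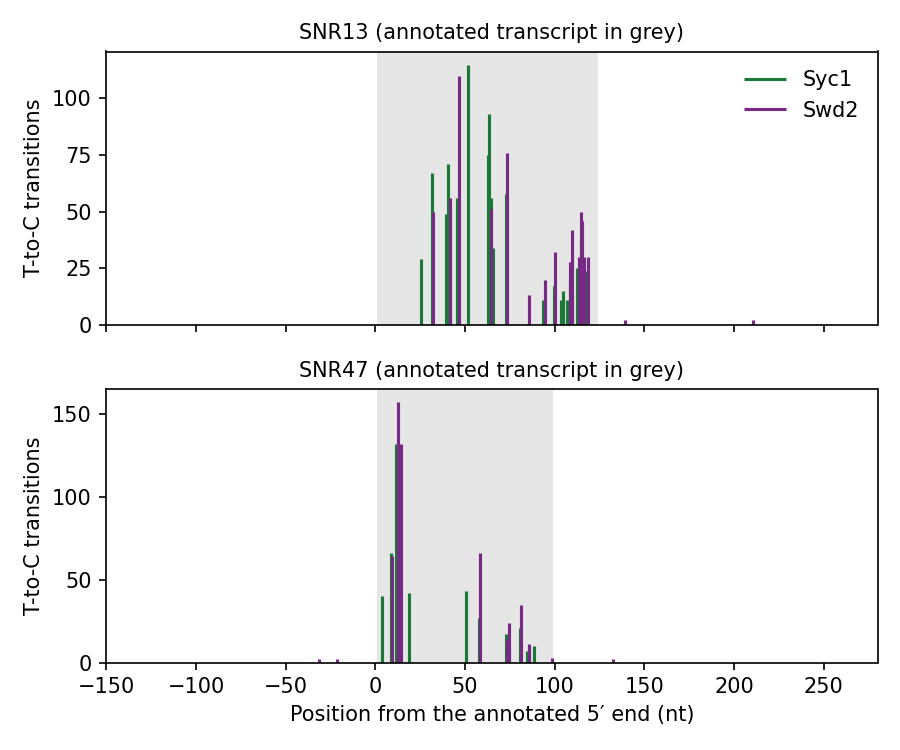
T-to-C transitions (vertical axis) at each crosslink site by position from the annotated 5′-end (horizontal axis, nt) of SNR13 and SNR47, with the annotated transcript in grey. Syc1 sites are green and Swd2 sites purple, drawn slightly apart. The Syc1 sites lie within both transcripts, and a few Swd2 sites lie outside them.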

The binding pattern in metagene profiles was also visible on individual transcripts (Supplementary Figure S3, middle panel). These results show that APT subunits preferentially crosslink to sn/snoRNA transcripts, consistent with a role of APT in non-coding RNA transcription.

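Across the 54 sn/snoRNAs, gene-wise occupancies of Syc1 and Swd2 had a Spearman rho of 0.620 and a Pearson r of 0.604, and across the 5651 mRNAs the Spearman rho was 0.527. These are relations across transcripts of 1 library each, which are not independent replicates. The libraries had 7682 positions in common, which are 17.8% of the Syc1 sites and 17.0% of the Swd2 sites. By annotation, 1755 Syc1 sites (4.06%, Wilson 95% interval 3.88 to 4.25%) with 18.9% of the transitions fell within the 81 annotated sn/snoRNA genes, and 963 Swd2 sites (2.13%, 2.00 to 2.27%) with 15.6% of the transitions did so. From the higher crosslinking to sn/snoRNAs than to mRNAs in Fig. 4, the paper concludes that APT subunits crosslink preferentially to sn/snoRNA transcripts, and it relates this preference to a role of APT in the transcription of non-coding RNA.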

### Deletion of *SYC1* results in decreased sn/snoRNA transcription

Whereas both ChIP and PAR-CLIP occupancy profiles suggested that Syc1 is preferentially associated with sn/snoRNA genes and transcripts, these methods cannot reveal whether Syc1 functions in sn/snoRNA transcription. We therefore investigated RNA synthesis *in vivo* using metabolic labeling with 4-thiouracil, followed by sequencing of the newly synthesized, labeled RNA (4tU-seq) (51,52).

Analysis of fold changes between RNA synthesis levels in Δ*syc1* and wild-type strains revealed that sn/snoRNA transcription is globally reduced by a median fold change of ∼3 relative to mRNAs (Figure 5A and Supplementary Figure S3, bottom panel). Metagene profiles of the 4tU-seq data show that reduced transcription in Δ*syc1* yeast occurs across sn/snoRNAs gene bodies (Figure 5B). We also examined transcription of a snoRNA using a yeast strain where the promoter of *SNR47* was replaced with the *GAL1* promoter. After induction with galactose, snR47 accumulated more slowly in the Δ*syc1* strain than in wild-type yeast (Supplementary Figure S4B).

**Figure 5.**
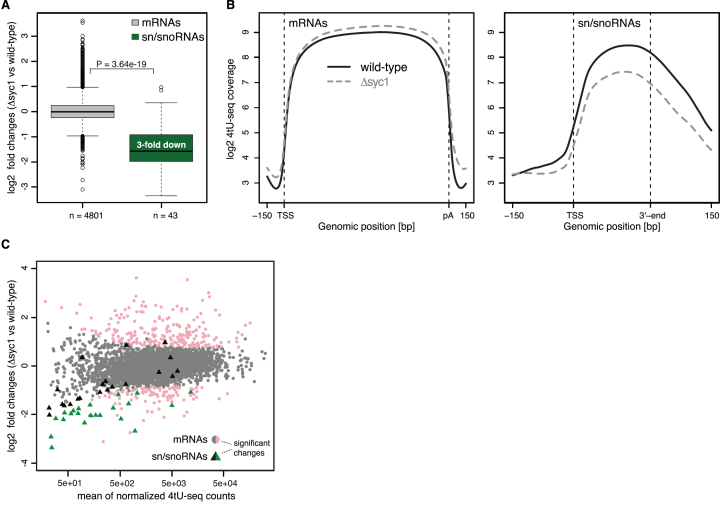
*SYC1* deletion leads to down-regulation of sn/snoRNA transcription. (**A**) Distribution of log2 fold changes of normalized 4tU-RNA-seq read counts for Δ*syc1* versus wild-type cells for selected mRNAs (grey, *n* = 4801) and sn/snoRNAs (green, *n* = 43) (see *Materials and Methods*). The *P*-value was derived by two-sided Mann–Whitney U test. Box limits are the first and third quartiles, the band inside the box is the median. The ends of the whiskers extend the box by 1.5 times the interquartile range. (**B**) Transcript-averaged coverage of newly synthesized RNA measured by 4tU-Seq in wild-type (solid line) and Δ*syc1* (dashed line) yeast over selected mRNAs (left) and sn/snoRNAs (right) (as in A). Before averaging, normalized transcript profiles were aligned at their TSS and length-scaled such that their pA sites/3′-ends coincided. (**C**) MA-plot showing log2 fold change for each transcript between Δ*syc1* and wild-type yeast, versus the normalized mean read count across replicates and conditions. Transcripts with a fold change >1.5 and adjusted *P*-value below 0.1 (as calculated by *DESeq2*, Materials and Methods) are shown in color. mRNAs and sn/snoRNAs are shown as grey/pink circles and black/green triangles, respectively.

Examination of individual transcripts across the entire 4tU-seq dataset showed that sn/snoRNAs were significantly enriched among the down-regulated genes (*P*-value 1.38e-24, Fisher's exact test). Over 50% of candidate sn/snoRNAs were significantly down-regulated by >1.5-fold (adjusted *P*-value 0.1) (Figure 5C). In contrast, ∼2% of mRNAs (104 in total) were significantly down-regulated and ∼5% (229 in total) were significantly up-regulated by >1.5-fold (adjusted *P*-value 0.1) (Figure 5C). The down-regulated transcripts include those encoding ribosomal proteins, mating response proteins and histones, whereas up-regulated transcripts include those involved in stress response and metabolism of amino acids (Supplementary Figure S5).

ChIP-qPCR on individual genes shows a small but reproducible reduction in the occupancy of Pta1 on some genes that are downregulated in the 4tU-seq dataset in Δ*syc1* compared to wild-type yeast (Supplementary Figure S4A). In contrast, Cft2 occupancy was unchanged when *SYC1* was deleted. Together, these data show that the specific interaction of Syc1/APT with sn/snoRNAs has a functional role in sn/snoRNA transcription *in vivo*. When Syc1 is not present, APT is destabilized (Supplementary Figure S2), resulting in a reduced occupancy of APT on sn/snoRNAs genes (Supplementary Figure S4A) and less efficient transcription (Figure 5).

## DISCUSSION

Here we show that yeast contains distinct CPF and APT complexes. APT is defined by the APT-specific subunit Syc1, and additionally contains the six subunits of the phosphatase module of CPF. We further show that Syc1 preferentially occupies non-coding genes and non-coding Pol II transcripts. Finally, we demonstrate that Syc1 is required for normal sn/snoRNA synthesis, whereas its deletion does not largely affect mRNA synthesis *in vivo*. Taken together, these results are consistent with a model where APT plays a more important role in the transcription of non-coding Pol II transcripts, which do not have poly(A) tails, and therefore do not apparently require CPF, which is responsible for 3′-end processing of mRNAs (Figure 6).

**Figure 6.**
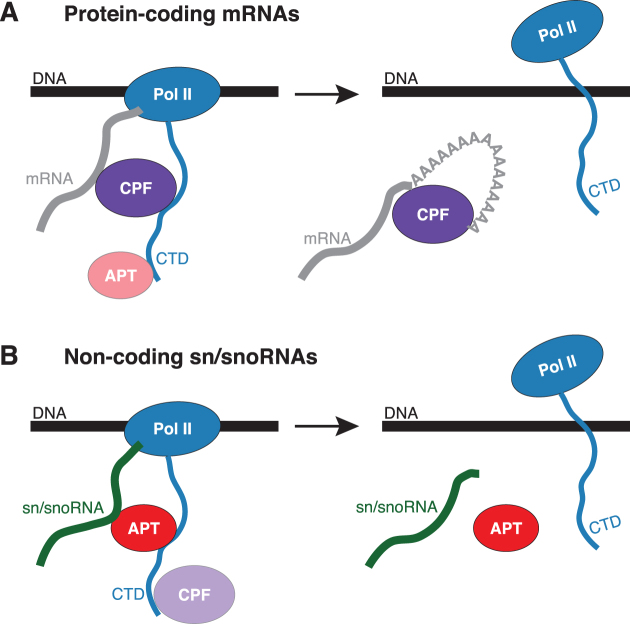
Model for CPF and APT function in transcription. Models are shown for CPF (**A**) and APT (**B**) on protein-coding mRNAs and sn/snoRNAs.

### CPF and APT are separate complexes with six overlapping subunits

Syc1 was previously described as a genuine component of CPF because it co-purified with the CPF complex (6). The improved yields and purities of CPF and APT in our preparations reveal that Syc1 only co-purifies with CPF when a phosphatase module subunit is tagged. Tagged nuclease or polymerase module subunits do not co-purify Syc1. Furthermore, the phosphatase module is a stable component of CPF, whereas APT (with Syc1) is not.

In yeast, the C-terminus of Ysh1 can be replaced with the Syc1 sequence, with no loss of function, and it was suggested that the two subunits compete for the same binding site within CPF, thereby regulating 3′-end processing (53). The binding site for Syc1/Ysh1 is likely the C-terminus of Pta1 (6,20). Pta1 does not appear to be super-stoichiometric in CPF and APT complexes, and we did not find two copies of Pta1 in the complex using nano-ESI mass spectrometry experiments (9). Thus, our data are not consistent with two copies of Pta1 in CPF. It is likely that the interactions of Ysh1 and Syc1 with Pta1 are mutually exclusive, and Syc1 in the APT complex occupies the binding site of the C-terminus of Ysh1.

### APT is important for sn/snoRNA transcription

CPF and APT are recruited to both protein-coding and sn/snoRNA gene loci (this study and (18)). Both complexes are recruited to both gene classes so there may be some overlap in their functions. It was previously suggested that recruitment of both CPF and NNS factors to all classes of Pol II transcripts allows elongating Pol II to choose between alternative transcription termination pathways (18). We observe a strong enrichment of Syc1 (APT-specific) over Cft2 and Yth1 (CPF-specific) at sn/snoRNA genes and direct RNA interactions clearly show that Cft2/Yth1 and Syc1 interact specifically with pre-mRNAs and sn/snoRNAs respectively. This suggests a specific role for Syc1/APT in sn/snoRNA biogenesis. We corroborate this finding by showing that sn/snoRNA transcription is down-regulated in a *SYC1* deletion mutant. We were not able to purify APT from a Δ*syc1* strain, and therefore CPF or isolated phosphatase subunits may compensate for loss of full APT. Using PAR-CLIP, we cannot distinguish whether Syc1 binds sn/snoRNAs co- or post-transcriptionally, but the strong Syc1 recruitment to sn/snoRNA gene loci we observe by ChIP suggests that Syc1 engages RNA during transcription.

In the *SYC1* deletion mutant, we also observe down regulation of a small subset of mRNAs, including mRNAs coding for ribosomal proteins. This could be a secondary effect due to reduced sn/snoRNA production. Alternatively, Syc1/APT may coordinately regulate a group of transcripts that are constitutively highly expressed (including ribosomal proteins and histones) by promoting efficient transcription of specific genes. Interestingly, like sn/snoRNAs, yeast histone mRNA production is influenced by Sen1 (54). Since both gene classes are down-regulated on *SYC1* deletion, APT and Sen1 function may be linked, in agreement with previous data (19).

The phosphatase module of CPF regulates Pol II transcription by dephosphorylating CTD Ser5/Ser7 and Tyr1 with its Ssu72 and Glc7 subunits, respectively. This allows co-ordination of transcription with mRNA 3′-end processing. In contrast, APT regulates Pol II transcription of non-coding transcripts (Figure 6). This model is consistent with the finding that Syc1 has no effect on *in vitro* cleavage and polyadenylation (53). While some APT subunits (e.g. Ssu72) may regulate termination of sn/snoRNA transcription, others (Ref2, Pta1, Pti1) do not (6). We did not observe transcriptional readthrough in the *SYC1* deletion mutant. 

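Along the 54 sn/snoRNAs, 1365 Syc1 sites lay within the annotated transcript, 34 in the 150 nt downstream of the 3′-end and 21 in the 150 nt upstream. Of the summed Syc1 occupancy over these regions, 1.87% was downstream and 0.663% upstream. Per 100 nt this corresponded to 11.1 sites within the transcript and 0.420 sites downstream. For Swd2, 750 sites lay within the transcript and 94 downstream, with 88.5% and 7.49% of the summed occupancy. Of the transitions over these regions, 99.5% for Syc1 and 98.2% for Swd2 were within the transcript. A site is listed only with at least 2 transitions, and the abundance of RNA from the flanks was not tested. Few listed sites there therefore need not mean little binding. The Nrd1 data were not used here.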

Interestingly, the PAR-CLIP metagene profile for Syc1 is not overlapping with that for Nrd1 (Supplementary Figure S6) (52). Because there is very little overlap between Syc1 and Nrd1 on RNA, their binding may be sequential. Whereas Nrd1 promotes transcription termination through recognition of GUAA/G terminator sequence motifs downstream of the mature 3′-end of sn/snoRNAs (52), we did not find a particular motif enriched around the strongest Syc1 PAR-CLIP sites. This suggests that Syc1/APT might recognize specific sn/snoRNA secondary structures or another feature of these genes/transcripts. 

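The sequence around the strongest Syc1 sites was examined by counting 4-mers, since XXmotif was not run here. From the 39033 Syc1 sites on the analysed transcripts, the 500 sites with the highest occupancy were taken, with ties at the ceiling ordered by transition count and sites within 50 nt of a stronger one left out. Of these sites, 21 were on sn/snoRNAs. With 1543 Syc1 sites of mRNAs at the ceiling, occupancy hardly ranked the sites taken, and transition count largely did. The number of sites with each of the 256 4-mers within 25 nt on each side was set against 1000 random sets of T positions from the same transcripts. These positions were not matched on Rpb1 coverage or place in the transcript. The ceiling was reached by 12.0% of the sites outside annotated genes and 4.43% in mRNAs, so such biases were not excluded. For 5 of the 4-mers the count was above that of every random set, where 0.256 would be expected by chance. These were AAAA (221 sites against a random mean of 170.4), TAAA (173 against 135.2), AAAC (150 against 120.9), GAAA (226 against 184.3) and AAAT (235 against 194.9), so that the largest excess was 1.30 times the mean. The Nrd1 motif GTAA occurred at 85 sites, with 59 to 112 in the random sets, and GTAG at 37 sites, with 25 to 62 in the random sets. On simulated sites without a planted 4-mer, 0 of the 4-mers were above the random sets. Those sites were random T positions, like the random sets, so this outcome does not test biases of the real sites.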

One interesting possibility is that CPF and APT could contribute to anti-terminator activity during transcription elongation for canonical termination and NNS-mediated termination respectively. At the 3′-end of the gene, action of the phosphatases could relieve the anti-terminator activity, promoting efficient transcription termination at the correct site (8). Deletion of *SYC1* would not have a strong phenotype since aberrantly terminated transcripts in the absence of Syc1 would be rapidly degraded. Rapid degradation of aberrant transcripts may also explain the decreased transcription of sn/snoRNAs we observe in this strain.

Syc1 is conserved among yeasts but an orthologous protein has not been identified in other eukaryotes. Thus, an APT-dependent mechanism of snoRNA synthesis may have evolved in yeast where most snoRNAs are independent transcription units. In contrast, most metazoan snoRNAs are encoded within the introns of protein-coding genes and their transcription may therefore depend on CPF/CPSF. For snRNAs, the Integrator complex, which is related to CPF, is used for 3′ processing in metazoans (55).

Cloning of a canonical polyadenylation/termination signal at the 3′-end of snoRNAs causes cleavage and polyadenylation, and prevents production of functional, mature product (13). In addition, core CPF subunits are not required for synthesis of mature sn/snoRNAs. Thus, we propose that APT, in combination with the CF IA subunit Pcf11 (18,56,57), is required for production of mature sn/snoRNAs. It is likely that sequence features, Pol II CTD phosphorylation state, and additional protein factors contribute to whether APT- or CPF-mediated gene regulation occurs. Taken together, this work defines APT as a distinct complex and reveals a function of the single subunit that differs from CPF subunits, Syc1, in the transcription of non-coding Pol II transcripts.

## DATA AVAILABILITY

ChIP-seq, PAR-CLIP and 4tU-RNA-seq datasets have been deposited in GEO under accession number GSE114304 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114304).

## Supplementary Material

Supplementary Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

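The data are the crosslink sites of 1 PAR-CLIP library of TAP-tagged Syc1 and 1 of TAP-tagged Swd2. The authors trimmed the reads by quality, aligned them with STAR to sacCer3 and kept reads with a single alignment and at most 1 mismatch. From the pileup they computed a p-value for each T position with T-to-C mismatches. The deposited p-value of every listed site is below the cut-off given in the methods. The deposited counts per site are the number of T-to-C transitions and the read coverage in the same library, without normalization. The deposited occupancy is a ratio, the number of transitions divided by the Rpb1 PAR-CLIP read coverage, and many sites in each table share its highest value, which the text of the paper does not name. The files hold no positions that failed the cut-off, no reads and no Rpb1 table, so these steps could not be repeated.

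Site positions count from 1. Transcript bounds came from the R64 reference annotation, in which protein-coding genes are open reading frames without untranslated regions. Filtering, smoothing, the 98% quantile over the gene body and 100 nt downstream and the scaling of the metagene profiles followed the methods of the paper. Positions without a site were set to 0. The paper's comparison by the Mann–Whitney U test is given as the U divided by the number of pairs, without a p-value, because transcripts of 1 library are not replicates. Sn/snoRNA medians were set against the medians of 10000 random mRNA lists, and lists of ribosomal protein and histone mRNAs against 10000 lists matched on Rpb1 coverage (drawn within 50 ranks on each side). Intervals are from 1000 bootstrap draws of transcripts, and describe the spread over transcripts and not the error between experiments. Shares of reads and of sites have Wilson 95% intervals.

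The transcripts named are those the paper names that bear on PAR-CLIP, the 5 sn/snoRNAs and the 5 mRNAs with the highest gene-wise occupancy in each library, and the Pol III RNAs SNR6, SNR52, SCR1 and RPR1. This rule, the designs and the alternatives were set before the data were examined, except the alternatives without sites at the ceiling and with sites ranked by transition count, and the order of tied sites, which were chosen after the data had been seen. The alternatives covered the smoothing window, the treatment of positions without a site, the summary over a transcript, the neighbour filter and transcript bounds, the site threshold, the normalization, the transcripts included and, for the 4-mers, the number of sites, the window and the background.

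The scripts were tested on simulated data. With simulated ratios of 4 and 10 over 5705 transcripts, ratios of 3.85 and 10.3 were recovered, relative to a simulation without a difference. Both simulated classes had sites at the same share of T positions and differed in occupancy per site. In the data, sn/snoRNAs had 110.3 Syc1 sites per kb and mRNAs 3.93. The simulation had no floor of transitions and no ceiling, so it does not test recovery with such sparse sites. With 500 simulated sites chosen for the 4-mer TACG nearby, that 4-mer was found, along with others (21 in all). The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

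Many single sites rest on few transitions, since the smallest number listed is 2 and the median is 3 for Syc1 and 2 for Swd2. ChIP-seq and 4tU-seq data and the published Cft2, Yth1 and Nrd1 PAR-CLIP data were not used here.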

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

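The tests here were written before the results were seen, except those of occupancy per site and of random lists of short mRNAs and the comparisons of Rpb1 coverage, of sites at the ceiling and of sites per kb. The Pol III RNAs SCR1, RPR1, SNR6 and SNR52, which the paper does not discuss separately, carried signal in both libraries. Their median occupancy was 0.0235 for Syc1, with a range of 0.0200 to 0.0309, and 0.0241 for Swd2, with a range of 0.00860 to 0.0322. These medians lay at percentile 86.5 of the 52 Pol II sn/snoRNAs for Syc1 and at percentile 90.4 for Swd2. A median of 4 RNAs against single transcripts is a weak test of carry-over of abundant mature RNA, and SNR6 lay at percentile 22.2 of the 54 sn/snoRNAs for Swd2. The 275 tRNA genes had a median occupancy of 0.00273 for Syc1, 1.65 times the mRNA median, and of 0 for Swd2. Their highest occupancy was 0.0448 for Syc1 and 0.0506 for Swd2. The rRNA genes had 17 Syc1 sites and 2 Swd2 sites. The authors kept reads with a single alignment only, which could lower the values of repeated genes, and this was not tested. The values neither show nor exclude carry-over. No biological explanation was tested, since the design has no second condition.

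The higher occupancy on sn/snoRNAs was also examined for other technical explanations. Against mRNAs of at most 600 nt the Swd2 ratio of medians was 7.30. For Syc1 the median of these mRNAs was 0, against a sn/snoRNA median of 0.0155, so that no ratio exists. The Syc1 pair share was then 0.963, and the highest median of 10000 random lists of these mRNAs was 0.00283. Only 99 mRNAs of any length lay above the sn/snoRNA median, so these lists had almost no room to reach it. These mRNAs were not matched in length to the sn/snoRNAs, whose median length was 182.5 nt. They had lower medians than all mRNAs, with 0 against 0.00165 for Syc1 and 0.0018 against 0.0033 for Swd2. Their profile maxima were higher, with 0.0770 against 0.0581 for Syc1 and 0.108 against 0.0709 for Swd2. The medians go against short length as the explanation for either protein, within this range of mRNA lengths. With transition counts in place of occupancies the ratio was 112.5 for Syc1 and 49 for Swd2. Transition counts also rise with RNA abundance, so this test could not decide about low Rpb1 coverage in the denominator. The median Rpb1 coverage at the sites below the ceiling was higher in sn/snoRNAs than in mRNAs, with 180 against 34 reads for Syc1 and 165 against 26 reads for Swd2, which goes against that explanation. Leaving out the sites at the ceiling gave 11.7 for Syc1 and 4.73 for Swd2. The ceiling was reached more often in mRNAs (4.43% of the Syc1 sites) than in sn/snoRNAs (1.48%), and leaving these sites out lowered the Syc1 median of mRNAs to 0.00124, so an effect of the ceiling on the ratio was not excluded. With the average taken over reported sites only, the ratio was 1.17 for Syc1 and 0.940 for Swd2. Listed sites have at least 2 transitions, and the median Syc1 site had 2 transitions in mRNAs and 13 in sn/snoRNAs, so this floor may hold up the occupancy of the listed mRNA sites. The sn/snoRNAs had more reported sites, with 110.3 against 3.93 Syc1 sites per kb and 60.5 against 4.04 Swd2 sites per kb in mRNAs. Whether the occupancy per site also differs was not decided.

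Signal also appeared on tRNA genes, with 811 sites for Syc1 and 356 for Swd2, and at 199 sites on the mitochondrial genome in the Syc1 library. The Swd2 library had no mitochondrial site. Pol II makes neither kind of RNA. Of the mitochondrial Syc1 sites 28.1% were at the ceiling of the occupancy, against 4.43% of the sites in mRNAs, and their median Rpb1 coverage below the ceiling was 24 reads. No explanation was tested for these sites.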

How the results depend on the processing

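A value was taken as unchanged when it stayed within the 95% bootstrap interval over transcripts, and a count of 4-mers when it stayed within 1.5 times. Both ratios of medians were above 1 in all alternatives that gave a value except one for Swd2.

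With the average taken over reported sites only, the Swd2 ratio of medians fell below 1, to 0.940, and the Syc1 ratio was 1.17. The pair shares were then 0.569 for Syc1 and 0.504 for Swd2, the mRNA profile maxima 0.282 and 0.287, the Syc1 peak position 94.5% and the Syc1 ratio over the Swd2 ratio 1.24. In both libraries the occupancy of single sites was similar in the 2 classes (0.0857 and 0.0889 for Syc1, 0.119 and 0.102 for Swd2).

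Without smoothing, the peak of the sn/snoRNA profile moved to 90.5% for Syc1 and 90.5% for Swd2, and the Syc1 mRNA profile maximum to 0.0429. With 25 nt on each side, the peaks lay at 78.5% (Syc1) and 73.5% (Swd2), and with 100 nt the Syc1 mRNA maximum was 0.0727. With the mean in place of the 98% quantile, the ratios were 46.0 and 14.1, the pair shares 0.982 and 0.975 and the ratio of ratios 3.26. With at least 5 transitions per site, the pair shares were 0.9804 and 0.988 and the mRNA maxima 0.0153 and 0.0107. With transition counts without Rpb1 normalization, the ratios were 112.5 and 49, the pair shares 0.992 and 0.987 and the mRNA maxima 0.00910 and 0.0122. With each site counted as 1, the ratios were 14 and 9, the pair shares 0.983 and 0.957 and the ratio of ratios 1.56. Against mRNAs of at most 600 nt, the Swd2 ratio was 7.30 and the mRNA maxima 0.0770 and 0.108. Over transcripts with at least 1 site, the ratios were 4.68 and 2.80, the Syc1 pair share 0.954, the mRNA maxima 0.0932 and 0.101 and the ratio of ratios 1.68. Without the sites at the ceiling, an alternative chosen after seeing the data, the Syc1 ratio was 11.7. Values in pairs are for Syc1 and then Swd2. The causes of these changes were not tested, apart from the effect of smoothing on the peak position.

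The number of 4-mers above the random sets was 12 with the 1000 strongest sites, 28 with weaker Syc1 sites as background and 18 with sites ranked by transition count, the last chosen after seeing the data. The main count was 5. All 5 were also above the random sets with the 200 strongest sites, with the 1000 strongest sites and with weaker Syc1 sites as background. With a window of 10 nt on each side all of them but GAAA were. These settings share sites with the main one and are not independent checks. With sites ranked by transition count none of those 5 was among the 18.

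No ratio exists without smoothing or with at least 5 transitions per site for either protein, or against mRNAs of at most 600 nt for Syc1, because the mRNA median was 0. The remaining alternatives (the neighbour filter, the bounds, SNR6 and SNR52, and snoRNAs only) left the ratios, pair shares, profile maxima and peak positions unchanged, and the maximum and the gene body, which do not enter the profiles, left the ratios and pair shares unchanged. No paired analysis was possible because each protein has 1 library.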

Differences from the paper's values

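After filtering, 5651 mRNAs were kept here, against 2905 in the legend of the paper's PAR-CLIP occupancy figure. The methods of the paper give a slightly larger number, and the legend's number was used for the comparison. The value came within 1.5 times the paper's with neighbours at least 300 nt away (4347 mRNAs), with mRNA bounds extended (4349) and over transcripts with at least 1 Syc1 site (3589). It did not without the neighbour filter (5991) or with mRNAs of at most 600 nt (1034), and the other alternatives set before the data were examined left it at 5651. No alternative reached the paper's number. With neighbours at least 300 nt away and with mRNA bounds extended, the number of sn/snoRNAs moved to 39 and 40, away from the paper's 62, against 54 in the main setting.

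The paper finds no motif around the strongest Syc1 sites with XXmotif. With a count of 4-mers, which is a different method, 5 A-rich 4-mers were above all random sets, by at most 1.30 times the random mean. The largest excess was 2.35 times with weaker Syc1 sites as background and 1.69 times with a window of 10 nt on each side. It was 1.53 times with the 200 strongest sites and 1.31 times with the 1000 strongest. With sites ranked by transition count, an alternative chosen after seeing the values, none of the 5 A-rich 4-mers was above the random sets. The 18 that were above included CCAC and CACC, by at most 1.63 times.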

Other observations

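Apart from comparisons of pair shares and of the numbers of sites, the tests here were written before the results were seen. The peak of the smoothed sn/snoRNA profile near the middle of the body was tested against the smoothing window. Without smoothing, the mean of the middle 20 bins was 0.973 times that of the first 20 bins and 0.690 times that of the last 20 bins for Syc1, and 1.19 and 0.639 times for Swd2. A peak in the middle was not seen without smoothing, so the central peak may come from the window of 101 nt. The higher signal over the body than in the flanks remained.

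For the larger ratio of Syc1 than of Swd2, the Syc1 reads were thinned to 29.0% to match the summed coverage of the Swd2 sites, and sites with fewer than 2 transitions were dropped. The median occupancy of mRNAs was then 0 in the 20 draws, so that no ratio exists. With a median of 1 Syc1 site per mRNA and 49.3% of the Syc1 sites at 2 transitions, this floor left the test little room for another outcome, and it could not decide about library depth. Thinning left a median of 11902 Syc1 sites, fewer than the 45244 Swd2 sites. The sn/snoRNA had the higher thinned Syc1 occupancy in 95.2% of the pairs. The loss of weak sites can raise this share by itself: with at least 5 transitions per site it was 0.9804 for Syc1 and 0.988 for Swd2. The Swd2 table, with the smaller summed coverage, lists more sites than the 43184 of the Syc1 table and has a site in 75.2% of the mRNAs, against 63.5% for Syc1, which is the opposite of the loss of sites on thinning. Whether depth contributes to the difference between the ratios remains open. The p-value of the thinned sites could not be computed again.

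The paper reports that a small subset of mRNAs falls on deletion of SYC1, among them mRNAs of histones, ribosomal proteins and mating response proteins. The hypothesis tested was that Syc1 crosslinks to ribosomal protein and histone mRNAs more than to other mRNAs. The mating response mRNAs were not tested. The lists hold all analysed mRNAs of each group and were not limited to those that fall on deletion, which were not identified here. The median Syc1 occupancy of 124 ribosomal protein mRNAs was 0.0153, at percentile 100 of the 10000 matched lists, and that of 10 histone mRNAs was 0.00912, at percentile 99.74. Both results are consistent with the hypothesis. The same lists were also high in the Swd2 library, at percentiles 100 and 99.96, with medians of 0.0134 and 0.0112. The sn/snoRNA median was 1.01 times the ribosomal protein median for Syc1 and 0.983 times for Swd2. The lists were matched on Rpb1 coverage and not on the abundance of mature mRNA, which was not tested and may give the same pattern, and many ribosomal protein genes have close paralogs.

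The Syc1 and Swd2 occupancies have the same Rpb1 denominator, which could make them track each other across sn/snoRNAs. With transition counts in place of occupancies, the Spearman rho across the 54 sn/snoRNAs was 0.887, against 0.620 with occupancies. RNA abundance enters both counts and was not tested, so the contribution of the shared denominator to the relation remains open.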
